# Evaluation and validation of a robust single cell RNA-amplification protocol through transcriptional profiling of enriched lung cancer initiating cells

**DOI:** 10.1186/1471-2164-15-1129

**Published:** 2014-12-17

**Authors:** Dominic G Rothwell, Yaoyong Li, Mahmood Ayub, Catriona Tate, Gillian Newton, Yvonne Hey, Louise Carter, Suzanne Faulkner, Massimo Moro, Stuart Pepper, Crispin Miller, Fiona Blackhall, Giulia Bertolini, Luca Roz, Caroline Dive, Ged Brady

**Keywords:** RNA-Amplification, Single cell, Transcriptional profiling, RNA-Seq, Microarray, Cancer initiating cell

## Abstract

**Background:**

Although profiling of RNA in single cells has broadened our understanding of development, cancer biology and mechanisms of disease dissemination, it requires the development of reliable and flexible methods. Here we demonstrate that the EpiStem RNA-Amp™ methodology reproducibly generates microgram amounts of cDNA suitable for RNA-Seq, RT-qPCR arrays and Microarray analysis.

**Results:**

Initial experiments compared amplified cDNA generated by three commercial RNA-Amplification protocols (Miltenyi μMACS™ SuperAmp™, NuGEN Ovation® One-Direct System and EpiStem RNA-Amp™) applied to single cell equivalent levels of RNA (25–50 pg) using Affymetrix arrays. The EpiStem RNA-Amp™ kit exhibited the highest sensitivity and was therefore chosen for further testing. A comparison of Affymetrix array data from RNA-Amp™ cDNA generated from single MCF7 and MCF10A cells to reference controls of unamplified cDNA revealed a high degree of concordance. To assess the flexibility of the amplification system single cell RNA-Amp™ cDNA was also analysed using RNA-Seq and high-density qPCR, and showed strong cross-platform correlations. To exemplify the approach we used the system to analyse RNA profiles of small populations of rare cancer initiating cells (CICs) derived from a NSCLC patient-derived xenograft. RNA-Seq analysis was able to identify transcriptional differences in distinct subsets of CIC, with one group potentially enriched for metastasis formation. Pathway analysis revealed that the distinct transcriptional signatures demonstrated in the CIC subpopulations were significantly correlated with published stem-cell and epithelial-mesenchymal transition signatures.

**Conclusions:**

The combined results confirm the sensitivity and flexibility of the RNA-Amp™ method and demonstrate the suitability of the approach for identifying clinically relevant signatures in rare, biologically important cell populations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1129) contains supplementary material, which is available to authorized users.

## Background

Accurate mRNA profiling of single cells can provide a powerful means of broadening our understanding of fundamental biological processes such as cancer and development. A number of recent studies have shown that transcriptional profiling of single cells is possible [1, 2], with three amplification strategies often used: *in vitro* transcription, PCR-based amplification and rolling circle amplification [3–6]. These approaches have been shown to sensitively reflect the biological status of the target cells [7] with for example, analysis of single cells from mouse blastomeres identifying expression of many more genes than previous studies based on hundreds of blastomeres [1]. To take full advantage of recent dramatic technological advances in molecular methods it is essential that these single cell profiling approaches are truly representative of the initial cell amplified, and are also compatible with a broad range of downstream analytical readouts. However, the reproducibility and cross-platform performance of the material generated from these approaches has not generally been confirmed, often because of the limited amounts of material generated. Early single cell studies utilized cDNA microarrays [8] which enable quantification of tens of thousands of known genes [9, 10]. However, this technology has limitations including a restricted fold-range of detection and potential cross-hybridisation between similar sequences [11], as well as being restricted to the probe sets present on the array. The utilization of next generation sequencing (NGS) approaches has the capability of identifying all expressed sequences, achieving massive dynamic ranges, having resolution down to the single nucleotide level [11–13], and has been adapted for single cell transcription studies [1–3]. A third platform that has been used to analyse transcriptional signatures of single cells is high-density qPCR, which provides a more restricted but targeted approach with a wide dynamic range and can be readily transferred to a clinical setting [14]. Each of these approaches has strengths and weaknesses, but the potential to address different questions with regards to single cell analysis.

The ability to transcriptionally profile single cells is of particular value for studying rare, but clinically important cells such as circulating tumour cells (CTC), which can be present at levels as low as ≥1 cell per milliliter of peripheral blood (reviewed in [15]) and cancer initiating cells (CIC), which can comprise less than 1% of the total tumour [16, 17]. Single cell RNA profiling of CTCs and CICs has the potential to provide a means to dissect tumor heterogeneity and identify pathways and genes associated with “stemness” and properties linked to metastasis development and treatment resistance [18–20].

To enable us to accurately and sensitively profile these rare cells we initially compared three commercially available RNA-Amplification protocols to determine the most sensitive and reproducible approach when amplifying single cell equivalent amounts of RNA (25-50 pg). These experiments showed the EpiStem RNA-Amp™ kit to be the most robust. We then further tested this protocol by comparing data generated from MCF7 and MCF10A single cell amplified products on Affymetrix arrays, high density qPCR and NGS (RNA-Seq) to unamplified controls to evaluate its utility across a range of relevant technology platforms. Reproducible transcriptional profiling was seen across all platforms. Having demonstrated the accuracy and reproducibility of the approach we further demonstrated its potential clinical utility through the analysis of highly enriched CICs, sorted from a NSCLC patient-derived xenograft (NSCLC-PDX), according to different surface markers to dissect heterogeneity within the CIC pool (and possibly identify properties of metastatic CICs). RNA-Seq analysis of NSCLC-PDX CICs at the level of 10 cell input revealed clear CIC specific expression patterns with a strong link to previously documented stem cell and epithelial to mesenchymal transition (EMT) profiles [21, 22], confirming the clinical usefulness of the methodology.

## Results

### Comparison of three RNA-Amplification protocols at the single cell level

As the aim of our study was to identify a flexible, sensitive and reproducible protocol that could be used to transcriptionally profile at the single cell level initial experiments aimed to directly compare cDNA generated using three kits that were commercially available and had been described for use at the single cell level (Miltenyi μMACS™ SuperAmp™, NuGEN Ovation® One-Direct System and EpiStem RNA-Amp™). To this end, single cell equivalent amounts (25-50 pg) of pooled RNA isolated from the human epithelial cell lines MCF7 were amplified in duplicate and 5 μg of cDNA from each sample run on an Affymetrix array. Bioinformatic analysis of Miltenyi SuperAmp™ material identified 865 expressed genes present in the duplicate samples with a correlation of 0.8 between the samples (Figure 1A), NuGEN Ovation® One-Direct identified 1554 expressed genes with a correlation of 0.723 (Figure 1B) and EpiStem RNA-Amp™ identified 2667 expressed genes with a correlation of 0.866 (Figure 1C). Comparison of the genes identified by each protocol showed 74.6% (645 of 865) of the expressed genes seen in the Miltenyi SuperAmp™ samples and 69.9% (1085 of 1554) found in the NuGEN Ovation® One-Direct samples were also identified in the EpiStem RNA-Amp™ samples, with a total of 67.6% (1365 of 2018 genes) of all genes identified by either SuperAmp™ and/or Ovation® One-Direct being picked up in the RNA-Amp™ material (Figure 1D). Since these data indicated the EpiStem RNA-Amp™ system gave the most sensitive and reproducible results it was chosen for further evaluation.

**Figure 1:**
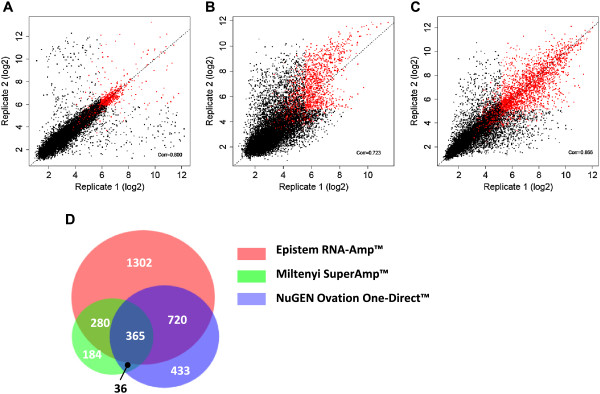
**Transcriptional profiling of RNA-Amplified MCF7 RNA using three different protocols.** Replicate samples of 25-50 pg MCF7 RNA were RNA-Amplified using three commercial kits and 5 μg of the resulting cDNA was analysed on Affymetrix arrays. **(A)** Miltenyi SuperAmp™ replicates showed 865 genes present across both samples with a correlation of 0.800, **(B)** NuGEN Ovation One-Direct™ identified 1554 with a correlation of 0.723 and **(C)** EpiStem RNA-Amp™ identified 2667 present with a correlation of 0.866. **(D)** Venn diagram showing overlap of genes present in both replicates of Miltenyi, NuGEN and EpiStem samples (all analysis based on p ≤ 0.05).

### Generation of high yields of reproducible cDNA from single cells

To further determine the sensitivity of the RNA-Amp™ kit we tested the protocol on single cells from two human epithelial cell lines MCF7 and MCF10A (5 single cells for each cell line). All samples were subjected to RNA-Amp™ and the resulting cDNA analysed by real-time PCR for the expression of 6 house keeper genes (Figure 2A, Additional file 1: Table S1). This showed consistent amplification of all amplicons, down to single cell input for all replicates, indicating reliable cDNA products were obtained that were suitable for further analysis.

**Figure 2:**
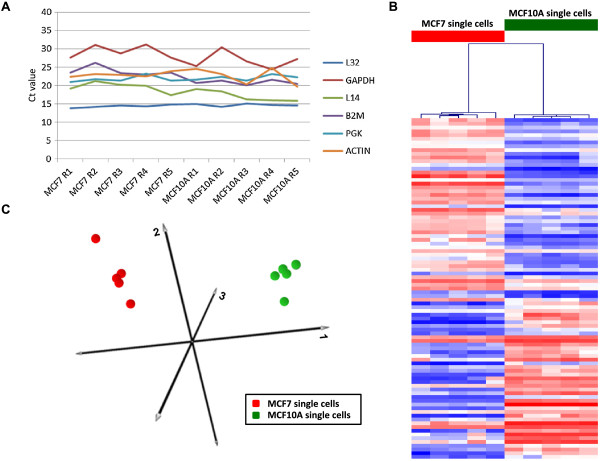
**Transcriptional profiling of RNA-Amplified MCF7 and MCF10A single cells. (A)** Real-time PCR of RNA-Amp™ samples showing sensitive and consistent detection of 6 “housekeeping genes” in all single cell samples. **(B)** A heat map presentation of differentially expressed genes (LIMMA FC > 2, FDR < 0.01) detected in the Affymetrix array data from the group of 10 single cell MCF7 and MCF10A samples with blue indicating the lowest detected, red indicating the highest detected and white the midpoint. **(C)** PCA plot generated from the entire single cell Affymetrix array data set showing separation of all MCF7 and MCF10A samples.

### Generation of single cell Affymetrix array data

RNA-Amp™ resulted in average yields of 4.1 μg of cDNA from single cell inputs (range 3.0-5.1 μg). The large amount of material generated enabled the use of Affymetrix arrays to determine the reproducibility of the RNA-Amp™ method. Bioinformatic analysis of Affymetrix expression data from 5 single MCF7 and 5 single MCF10A cells identified 92 genes differentially expressed between the two cell lines (LIMMA, FC > 2, FDR < 0.01), 50 showing higher expression in MCF7 and 42 showing higher expression in MCF10A (Figure 2B), with PCA analysis of the entire data set clearly separating all samples according to cell line (Figure 2C), highlighting good reproducibility across all 5 single cell inputs from each cell line.

### Comparison of single cell results to reference data

Having demonstrated the practical utility of RNA-Amp™ using single cell inputs we next set out to further determine its characteristics by comparing the transcriptional profiles generated from RNA-Amp™ single cell samples to RNA-Amp™ cDNA from purified RNA equivalent to approximately 100 cells equivalent and unamplified reference RNA. For the unamplified reference samples we utilised a previously published data set generated from Affymetrix arrays of 10 μg of unamplified RNA from each cell line [23]. For the 100 cell equivalent input we performed RNA-Amp™ on 1 ng of purified RNA from each cell line (5 replicates for each cell line), which was then analysed on Affymetrix arrays as described above.

From these Affymetrix array data sets we first selected all of the significantly differentially expressed genes identified in the 10 μg reference data (2202 genes, LIMMA FC > 2, FDR <0.01) and aligned these with the corresponding Affymetrix array data for the single cell and 1 ng amplified MCF7 and MCF10A samples and performed PCA analysis. This analysis showed strong grouping of the two cell lines irrespective of input material (Figure 3A). We next identified the 200 highest differentially expressed genes (LIMMA, FC > 2, FDR < 0.01) in the reference data set (100 MCF7 > MCF10A, 100 MCF10A > MCF7) and compared the expression profiles of these transcripts to our single cell and 1 ng data sets (Figure 3B). Hierarchical clustering based on the top 200 differentially expressed genes from the 10 μg reference data again showed clear separation of the two cell lines for all template inputs, with strong correlation seen between the 10 μg reference differentially expressed data and the 1 ng data (Pearson correlation 0.89), and between the 10 μg reference and the single cell data (Pearson correlation 0.78).

**Figure 3:**
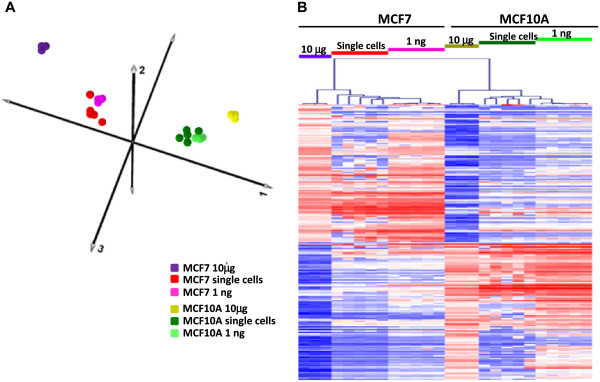
**Comparison of differential expression between amplified and unamplified samples. (A)** PCA analysis of DE genes (LIMMA FC > 2, FDR <0.01) identified from Affymetrix array analysis of 10 μg MCF7 and MCF10A RNA samples aligned with the corresponding Affymetrix array data for the single cell and 1 ng amplified MCF7 and MCF10A samples showing clear clustering according to cell type. **(B)** Heat map of hierarchical clustering of the top 200 differentially expressed genes identified from Affymetrix array analysis of 10 μg MCF7 and MCF10A RNA samples aligned with the corresponding Affymetrix array data for the single cell and 1 ng amplified MCF7 and MCF10A samples. Heat map colour scheme as described in Figure 2B.

### Generation of RNA-Seq data from single cells

To determine the suitability of RNA-Amp™ material for NGS, and to compare NGS data to microarray data from the same samples we subjected cDNA from the 5 MCF7 single cells and 5 MCF10A single cells used for Affymetrix array analysis to SOLiD RNA-Seq NGS. 

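The RNA-Seq data analysed here covered 5 MCF7 single cells and 5 MCF10A single cells, each amplified with RNA-Amp™ and sequenced as its own library with reads of 50 nt. MCF7 is an estrogen receptor positive breast cancer line of luminal type, and MCF10A is a non-tumorigenic breast epithelial line with basal features. According to the paper's methods, MCF10A was grown with horse serum, insulin, EGF, cholera toxin and hydrocortisone, whereas the sample labels give the same FCS medium for both lines. The authors aligned the strand-specific reads to hg19 with SHRIMP2, discarded reads that aligned to multiple loci, counted reads over the exons of Ensembl genes and deposited the result as RPKM, reads per kilobase of exon scaled to the mapped reads of the cell. The deposited table held 14994 genes, of which 95 were at 0 in all 10 cells. For each gene the mean RPKM over the 5 cells of a line was taken, and the lines were compared as the log2 ratio of MCF7 to MCF10A after adding 0.1 to both means. Gene groups were summarised over the 9354 genes with a mean RPKM of at least 1 in either line. The series description calls the 5 cells of a line biological replicates. Each sample was 1 cell and the labels named no separate cultures, so each line was treated here as 1 sample. No test was run across cells, and every SD is the spread between 5 cells, which holds both biological and amplification differences. Adding 0.1 lowers the size of the ratio in genes with low RPKM. In 212 genes at least 8-fold apart, the lower line held a low and steady level, with a median coefficient of variation (SD over mean) of 0.233. Genes of the same level in that line under 1.5-fold apart had 0.713. How far so steady a level is expression of that line was not settled, which also limits what large ratios mean. The floor subtraction named below removed 9.98% of the gene's mean over the 10 cells from each value. Gene positions are given on GRCh37 (the hg19 assembly) from the GENCODE annotation, in which 14680 of the 14994 gene identifiers were found.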

All samples produced high quality NGS data with an average coverage of 20 × 10^6^ uniquely mapped reads per sample (range 17-22 × 10^6^, Additional file 1: Table S2). 

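MCF7 cells had 7647 ± 464 (SD, n = 5 cells) protein-coding genes with an RPKM of at least 1, and MCF10A cells had 7014 ± 456 (SD, n = 5 cells). The counts ranged from 6879 to 8054 genes in MCF7 and from 6347 to 7348 in MCF10A, so that the ranges of the lines overlapped. At an RPKM of at least 10 the lines lay within their spread, with 2892 ± 156 genes in MCF7 and 2932 ± 159 in MCF10A (SD, n = 5 cells each), and the order of the lines turned without MCF7 cell 4 or MCF10A cell 1. An RPKM of at least 1 was reached by 4208 genes in every one of the 10 cells and by 11318 genes in at least 1 cell. How far each such value is expression in that cell was not settled. With the floor subtraction, the mean number of genes with an RPKM of at least 1 was 7223 in MCF7 and 6554 in MCF10A. Genes encoded by the mitochondrial genome made up 29.9 ± 4.07% (SD, n = 5 cells) of the summed RPKM in MCF7 and 22.7 ± 2.86% (SD, n = 5 cells) in MCF10A. Across the 9354 genes above the filter, the Pearson correlation of log2(RPKM + 0.1) averaged 0.844 over the 10 pairs of MCF7 cells (range 0.812 to 0.881) and 0.814 over the 10 pairs of MCF10A cells (range 0.798 to 0.825). Pairs of cells from different lines had lower correlations, with a mean of 0.751 over 25 pairs (range 0.715 to 0.788). These correlations are across genes, which are not independent replicates. The first principal component held 28.9% of the variance and placed the 5 MCF7 cells between 52.0 and 69.6 and the 5 MCF10A cells between -74.7 and -57.2. The number of reads behind the RPKM values was derived from the table itself, because low values of genes with a single exon are often whole multiples of the value of 1 read. Ratios of such values gave the relative depth of the cells, and 21 of 227 genes with a single exon gave the same total for the first MCF7 cell within 0.01%. In units of 1000000 reads, the RPKM values rest on 9.13 ± 0.889 per MCF7 cell (SD, n = 5 cells, range 8.27 to 10.4) and 8.65 ± 0.868 per MCF10A cell (SD, n = 5 cells, range 7.58 to 10.0). The paper's Table S2 lists 17.0 to 22.5 uniquely mapped reads per cell in the same unit, and its methods give 7.6 to 10.4.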

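Genes of luminal breast epithelium were higher in MCF7 cells. Of 22 such genes listed before the data were examined, 21 had a mean RPKM of at least 1 in either line, and all 21 were at least 2-fold higher in the mean of the MCF7 cells. Their median log2 ratio of MCF7 to MCF10A was 3.60, above the medians of all 10000 random lists matched on expression. In 5 of the 22 genes the values of Table S3 had been seen before the list was written. TFF1, a secreted trefoil peptide induced by estrogen (ENSG00000160182, chromosome 21, 43782391 to 43786644), had an RPKM of 4498 ± 3887 (SD, n = 5 cells) in MCF7 and 209 ± 18.4 (SD, n = 5 cells) in MCF10A. The MCF10A mean of TFF1 was 4.65% of that in MCF7, and how far so steady a level is expression in MCF10A was not settled. The luminal keratin KRT19 had a log2 ratio of 4.32, the trefoil peptide TFF3 4.06 and the transcription factor SPDEF 4.60. Of 20 estrogen receptor targets, 14 passed the filter, of which 12 were at least 2-fold higher in MCF7 and none in MCF10A (median log2 ratio 2.44). Besides TFF1, the largest ratios among members with a mean of at least 10 RPKM belonged to XBP1, a regulator of secretory cells (301 ± 219 RPKM in MCF7 and 29.4 ± 13.2 in MCF10A, SD, n = 5 cells each), IGFBP4 (log2 ratio 3.23) and CA12 (log2 ratio 2.96, and 2.30 without MCF7 cell 2). The luminal and the estrogen receptor list share 4 genes. Cells of the lines overlapped in SPDEF and XBP1. The luminal median was 2.80 with 1 added in place of 0.1 and 4.50 with the floor subtraction, and the estrogen receptor median was 1.78 with 1 added.

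Genes of basal epithelium showed the opposite direction. Of 21 listed genes, 18 passed the filter, 15 were at least 2-fold higher in MCF10A and none in MCF7, with a median log2 ratio of -3.10. This median was -1.97 without MCF10A cell 2, -2.03 with 1 added in place of 0.1, -2.19 as a difference of mean log2 values and -3.91 with the floor subtraction. The basal keratins KRT17 and KRT14 had log2 ratios of -4.57 and -4.07, which became -3.76 without MCF10A cell 5 and -2.74 without MCF10A cell 2. The laminin chain LAMC2 had a log2 ratio of -4.00 (-3.39 without MCF10A cell 2) and the calcium-binding protein S100A2 one of -3.71 (-2.91 without MCF10A cell 2). All 18 mesenchymal and matrix genes above the filter, of 21 listed, were at least 2-fold higher in MCF10A, with a median log2 ratio of -3.59 (-2.85 with 1 added, -2.89 as a difference of mean log2 values and -4.88 with the floor subtraction). The intermediate filament VIM (ENSG00000026025, chromosome 10, 17270240 to 17279592) had an RPKM of 33.2 ± 2.14 in MCF7 and 577 ± 256 in MCF10A (SD, n = 5 cells each). Its MCF7 mean was 5.75% of that in MCF10A, a steady low level whose source was not settled. The actin-binding protein TAGLN had a log2 ratio of -4.14. S100A4 had one of -4.30 that became -2.37 without MCF10A cell 1, and the receptor kinase AXL one of -3.84 that became -2.85 without MCF10A cell 3. In KRT14, S100A4 and AXL, cells of the lines overlapped.

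Genes induced by glucocorticoids were higher in MCF10A, the line for which the methods name hydrocortisone in the medium. Of 12 listed genes, 11 passed the filter, 9 were at least 2-fold higher in MCF10A and 1 in MCF7, with a median log2 ratio of -2.45. The metallothionein MT2A reached 16599 ± 4002 RPKM in MCF10A against 1540 ± 134 in MCF7 (SD, n = 5 cells each). Its MCF7 mean was 9.28% of that in MCF10A, and the source of this steady level was not settled. The transcription factor ZBTB16 had a log2 ratio of -4.14, MT1X one of -2.62 and CEBPD one of -2.61. Genes of the EGF and MAPK response went both ways. Of 20 listed genes, 16 passed the filter, 8 were at least 2-fold higher in MCF10A, among them F3 (log2 ratio -3.50) and PLAUR (-2.90), and 2 were higher in MCF7, namely EGR1 (2.69, and 3.28 without MCF10A cell 5) and IER3 (1.63, and 0.99 without MCF7 cell 3). The median log2 ratio of this list was -1.06, but -0.47 without MCF10A cell 5 and -0.049 at a filter of 5 RPKM. Of 18 proliferation genes, 17 passed the filter and 14 lay within 2-fold, with a median log2 ratio of 0.08 that was -0.16 under median-of-ratios scaling. The mitotic genes UBE2C (3.00, and 2.30 without MCF7 cell 1), CDK1 (1.90) and TOP2A (1.20) were at least 2-fold higher in MCF7, while PCNA had a log2 ratio of -0.80. TOP2A was below 2-fold without MCF7 cell 1 or any of MCF10A cells 1, 2 and 5 and under median-of-ratios scaling (0.93), with a range of 0.76 to 1.94 without single cells. In MT1X, PLAUR, EGR1, IER3, UBE2C, CDK1, TOP2A and PCNA, cells of the lines overlapped.

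Genes of chromosome regions known to be amplified in MCF7 were higher in that line. In the list named for 17q23 to 17q24, 15 of 17 genes were at least 2-fold higher in MCF7 and none in MCF10A (median log2 ratio 2.48). All 17 lay between 55000001 and 65000000 of chromosome 17, so the list did not cover the region beyond. BCAS3 (ENSG00000141376, chromosome 17, 58754814 to 59470199) had an RPKM of 55.2 ± 13.7 in MCF7 and 4.40 ± 0.788 in MCF10A (SD, n = 5 cells each), and TUBD1, PRR11 and TRIM37 had log2 ratios of 3.77, 3.39 and 2.93. Over all genes above the filter, compared in windows chosen after seeing the data, the medians on chromosome 17 were 1.47 from 55000001 to 60000000 (24 of 34 genes at least 2-fold higher in MCF7 and 1 in MCF10A), 0.99 from 60000001 to 65000000 (13 of 27 and 1) and 0.84 from 65000001 to 70000000 (5 of 14 and 1). At 20q13, 11 of the 13 genes above the filter, of 17 listed, were at least 2-fold higher in MCF7 and none in MCF10A (median log2 ratio 2.09). Over all genes above the filter, the medians on chromosome 20 were 0.059 from 40000001 to 45000000 (11 of 37 genes at least 2-fold higher in MCF7 and 8 in MCF10A), 1.11 from 45000001 to 50000000 (13 of 25 and 1), 1.58 from 55000001 to 60000000 (16 of 23 and 1) and 1.43 from 60000001 to 65000000 (21 of 33 and 0), whereas 50000001 to 55000000 had under 10 such genes and was not compared. The prefoldin subunit PFDN4 reached 1472 ± 214 RPKM in MCF7 and 208 ± 52.0 in MCF10A (SD, n = 5 cells each), and the mitotic kinase AURKA and RAE1 had log2 ratios of 2.09 and 1.88. ZNF217 had a log2 ratio of 2.98, and 2.08 without MCF7 cell 2. Cells of the lines overlapped in PRR11 and AURKA. Values of Table S3 had been seen beforehand for 2 genes of the first region and 1 of the second.

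None of the genes above the filter came from the markers of blood, endothelium, fibroblasts, liver, islet, glia and muscle. Of 18 such genes, 7 were in the table and the highest mean RPKM in either line was 0.788. In the 1443 genes of Table S3 used here, of which 650 were higher in MCF7 and 793 in MCF10A (the paper gives 650 and 794), the direction of the mean RPKM was that of the paper's fold change in 1443. The authors selected the genes of Table S3 on the reads of these same cells, so the shared direction is not independent evidence. The line with the lower mean held a median of 16.9% of the level of the other line, with 4.46% at the 1st percentile and 2.62% as the lowest value. Over all 1090 genes with a mean of at least 10 RPKM and a difference of at least 2-fold, the median was 31.4%.

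**Figure D1:**
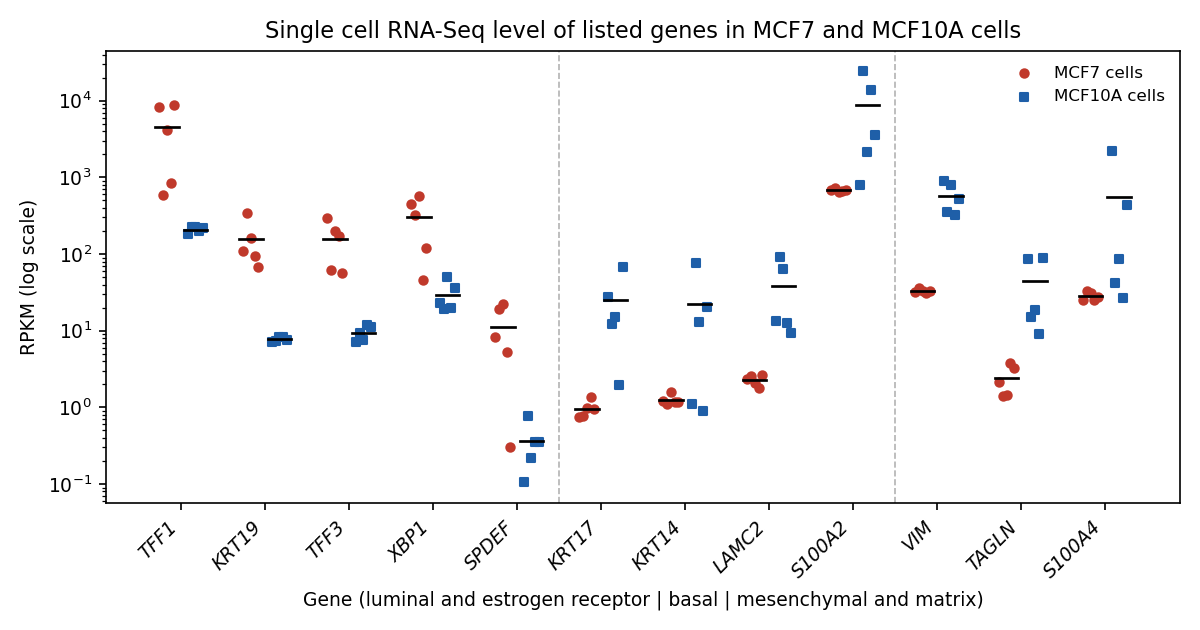
RPKM on a log scale of 12 listed genes in single cells, with red circles for the 5 MCF7 cells, blue squares for the 5 MCF10A cells and black bars for the mean of each line. The luminal and estrogen receptor genes on the left are higher in the mean of the MCF7 cells (TFF1 mean 4498 against 209 RPKM), and the basal and mesenchymal genes on the right are higher in the mean of the MCF10A cells (VIM mean 577 against 33.2 RPKM).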

Bioinformatic analysis of the data identified 650 genes showing elevated expression in MCF7 single cells and 794 showing elevated expression in MCF10A single cells (EdgeR, FC > 2, FDR < 0.05, Additional file 1: Table S3).

To assess cross-platform performance of the amplified material we then compared the expression data generated from the single cell RNA-Amp™ cDNA samples from both the RNA-Seq and the Affymetrix array data (all data analysed FC > 2, FDR < 0.05). This analysis identified 157 genes showing significant differential expression in both data sets (Additional file 1: Table S4). Comparison of these 157 genes showed consistent patterns of differential expression across both platforms, with an overall Pearson correlation between the RNA-Seq and Array data of 0.92 (Figure 4A). 

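Of the 157 genes, 156 were analysed here, 78 higher in MCF7 and 78 higher in MCF10A. In all 156, the log2 ratio of mean RPKM had the sign of the difference in mean array log2 value taken from Table S4. The largest RNA-Seq log2 ratio in either direction was 4.38, while array differences reached 8.17 and were above 4.38 in 25 genes. The genes with the largest distance between the platforms were NNMT, UCP2 and SULF2. NNMT, a nicotinamide N-methyltransferase (ENSG00000166741, chromosome 11, 114128509 to 114184258), had an RPKM of 22.8 ± 1.79 in MCF7 and 360.0 ± 84.7 in MCF10A (SD, n = 5 cells each), a log2 ratio of -3.98, against an array difference of -8.17. UCP2, a mitochondrial carrier (ENSG00000175567, chromosome 11, 73685717 to 73693888), had a log2 ratio of 3.81 by RNA-Seq and a difference of 7.82 on the array. For SULF2, an extracellular sulfatase (ENSG00000196562, chromosome 20, 46284941 to 46415360), these values were 3.80 and 7.41. In NNMT, UCP2 and SULF2 the lower line held 6.32%, 5.23% and 7.09% of the mean RPKM of the higher line. The level left in the lower line limits the size of the RNA-Seq ratio, and its source was not settled. The distance between the platforms is therefore no measure of their ranges. The authors selected these genes on the same cells by both platforms, so that a shared direction is not independent evidence.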

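Across 156 of these genes, the RNA-Seq log2 ratio and the array log2 difference had a Pearson correlation of 0.923, with an SD of 0.00733 over the 25 pairings of 1 MCF7 and 1 MCF10A cell in the RNA-Seq data. The genes form separate groups by direction, and the correlation was lower within each group. It was 0.441 in the 78 genes higher in MCF7 and 0.598 in the 78 genes higher in MCF10A, with SDs over the same pairings of 0.0986 and 0.0556. Over both groups together, a straight line of array difference on RNA-Seq ratio had a slope of 1.02. This slope rests in large part on the distance between the groups and does not show that the platforms gave equal ratios. The correlations are across genes, which are not independent replicates, and 3 sets of genes were examined. From the pattern across both platforms, which were run on the same amplified cDNA, the paper concludes in its discussion that the profiles do not depend on the platform.

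**Figure D2:**
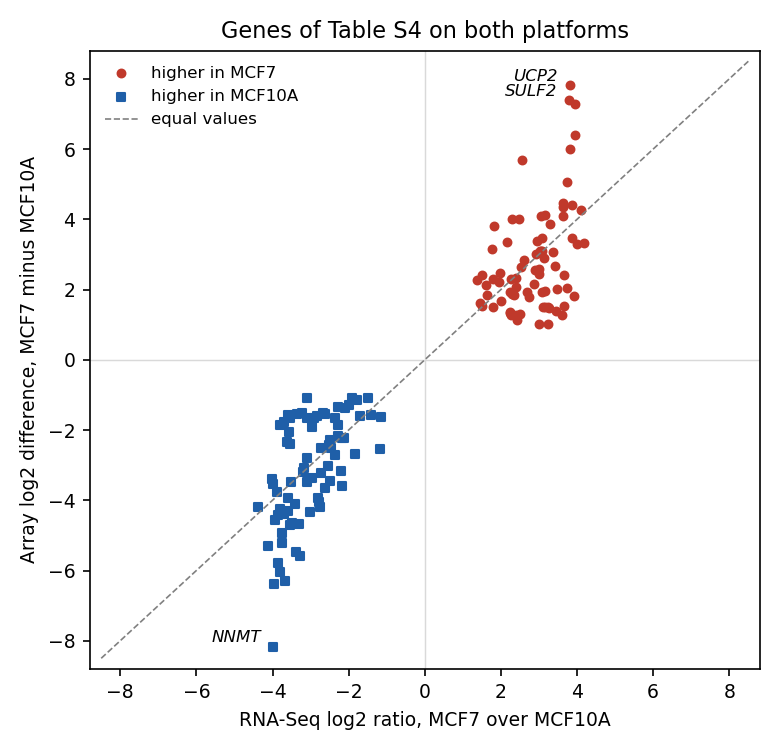
RNA-Seq log2 ratio of MCF7 to MCF10A on the horizontal axis and array log2 difference on the vertical axis for 156 genes of Table S4, with 1 point per gene, red circles for genes higher in MCF7, blue squares for genes higher in MCF10A and a dashed line for equal values. RNA-Seq ratios end at 4.38 in size, and the array difference of NNMT is -8.17.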

From this analysis more differentially expressed genes were identified from the RNA-Seq data set than the Affymetrix array data, with the majority of genes identified in the array data set also identified in the RNA-Seq data (Figure 4B).

To determine whether the additional differentially expressed genes identified by RNA-Seq were true transcriptional differences and not technical error, we compared the RNA-Seq data from the single cells to the 10 μg reference microarray data set. All significant differentially expressed genes were identified in both data sets using LIMMA (Array) and EdgeR (RNA-Seq) with a FC > 2 and a FDR < 0.05. A combined total of 597 differentially expressed genes were identified, with an overall Pearson correlation for differential expression (average MCF7 divided by the average of MCF10A samples) between the data sets of 0.89. 

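Among genes with a mean RPKM of at least 10 in the higher line and no overlap between the cells of the lines, the 12 largest log2 ratios in the MCF7 direction belonged to the replication histone HIST1H2BH (4.84), TFF1, the ion transport regulator FXYD3 (4.33), KRT19, the lipid phosphatase PPAP2C (4.25), the glutathione transferase GSTM3 (4.23), SPTSSB (4.21), the bone morphogenetic protein BMP7 (4.18), the calcium-binding protein S100P (4.14), the disulfide isomerase family member AGR3 (4.10), the GDNF receptor GFRA1 (4.09) and TFF3. FXYD3 (ENSG00000089356, chromosome 19, 35606727 to 35615228) had an RPKM of 397 ± 238 (SD, n = 5 cells) in MCF7 and 19.6 ± 3.40 (SD, n = 5 cells) in MCF10A. BMP7 (ENSG00000101144, chromosome 20, 55743809 to 55841697) had 55.1 ± 27.3 and 2.94 ± 0.334 in the same order. A single cell carried part of the ratio in 3 of these genes. Without MCF7 cell 3 the log2 ratio of HIST1H2BH was 4.11, without MCF7 cell 4 that of GSTM3 was 3.56, and without MCF7 cell 2 that of AGR3 was 3.41.

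In the MCF10A direction the 12 genes were the myosin light chain MYL9 (-5.09), the cytokine IL18 (-4.71), KRT17, the FGF-binding protein FGFBP1 (-4.38), the caveolae component PTRF (-4.38), the IGF-binding protein IGFBP6 (-4.34), FXYD5 (-4.33), the glutathione peroxidase GPX1 (-4.30), S100A6 (-4.27), the small GTPase RAB34 (-4.26), the protease inhibitor SLPI (-4.21) and the homeobox gene HOXA5 (-4.17). MYL9 (ENSG00000101335, chromosome 20, 35169900 to 35179850) had an RPKM of 30.2 ± 25.4 (SD, n = 5 cells) in MCF10A and 0.790 ± 0.167 (SD, n = 5 cells) in MCF7. GPX1 (ENSG00000233276, chromosome 3, 49394607 to 49396038) had 209 ± 82.0 in MCF10A, and its 5 MCF7 cells lay between 10.2 and 10.9. The mean of these MCF7 cells was 5.03% of that in MCF10A, and how far so steady a level is expression in MCF7 was not settled. S100A6 reached 7670 ± 3175 in MCF10A and 399 ± 52.7 in MCF7. Without MCF10A cell 5 the log2 ratio was -3.94 for IL18, -3.56 for IGFBP6 and -2.47 for HOXA5, and without MCF10A cell 2 it was -3.76 for FGFBP1. The size and order of the ratios in both directions depend on the low level in the lower line. Of 77 named genes, 54 moved by over 1.5-fold with the floor subtraction and 17 with the difference of mean log2 values. Of 1090 genes with at least 10 RPKM and 2-fold apart, 2 were at least 32-fold apart. These genes of both directions were taken by a fixed rule of size, not from Fig. 4C, and the reference RNA was not analysed here.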

To directly compare patterns of expression we identified the 30 most differentially expressed genes in the single cell RNA-Seq data, and then compared their expression in the 10 μg reference data. We then performed the complementary analysis by identifying the 30 most differentially expressed genes in the 10 μg reference data and compared their expression in the in the single cell RNA-Seq data (Figure 4C). A highly significant correlation (Pearson 0.90) was identified between all 60 genes, with similar expression patterns seen in the single cell RNA-Seq and the 10 μg reference data (Figure 4C).

**Figure 4:**
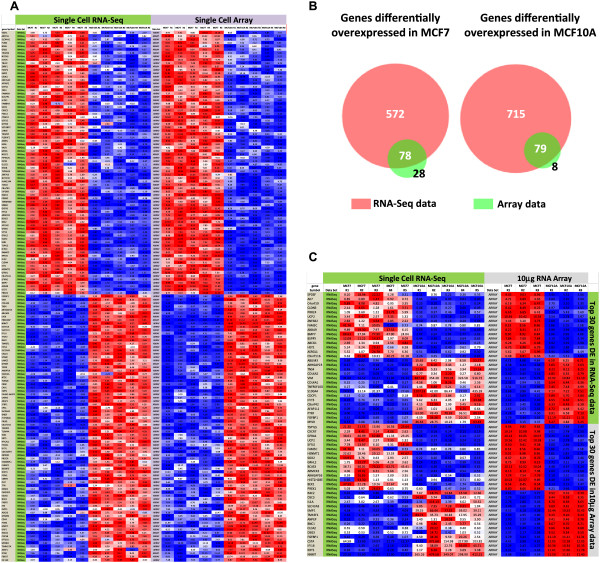
**Comparison of RNA-Seq and Microarray data from single cells. (A)** A comparison of RNA-Seq and Affymetrix array data generated from the same amplified single cell samples. The overall correlation (Pearson) of the MCF7/MCF10A ratio between RNA-Seq and Affymetrix array data sets for the 157 genes examined was 0.95. **(B)** Venn diagrams showing overlaps of differentially expressed genes identified by RNA-Seq and Affymetrix array analysis (FC > 2, FDR < 0.05 for both data sets) highlighting the larger number of DE genes identified in the RNA-Seq data set. **(C)** A comparison of single cell RNA-Seq data and10 μg RNA Affymetrix array data showing the expression profiles of the top 30 differentially expressed genes identified by RNA-Seq or 10 μg RNA Affymetrix array data (all data FC > 2, FDR threshold 0.05). Heat map colour scheme for **(A)** and **(C)** as described in Figure 2B.

### High density qPCR of single cell RNA-Amp™ samples

Having shown that RNA-Amp™ material was amenable to both array and NGS approaches, and produced sensitive, reproducible and accurate results, we finally wanted to investigate its utility for focussed high density qPCR approaches. To this end, we identified a panel of 173 qPCR amplicons (Additional file 1: Table S5) based on the single cell microarray data set and examined expression using the WaferGen SMARTChip high density qPCR platform. In addition to the single cell RNA-Amp™ samples we also included three unamplified 2 μg reference samples and three 1 ng RNA-Amp™ samples.

LIMMA analysis of the WaferGen qPCR data identified 66 genes upregulated in the MCF7 population, and 81 upregulated in the MCF10A population (FC > 2, FDR < 0.01). When we looked at the overlap between the different template types we found that 38 (58%) of the MCF7 > MCF10A genes were determined to be significantly upregulated for all sample types and 35 (43%) of the MCF10A > MCF7 gene set were also seen to be significantly changed in all sample types (Figure 5A). Hierarchical clustering of the combined data set clearly separated the two cell lines for all template inputs, including single cells and reference RNA samples (Figure 5B).

**Figure 5:**
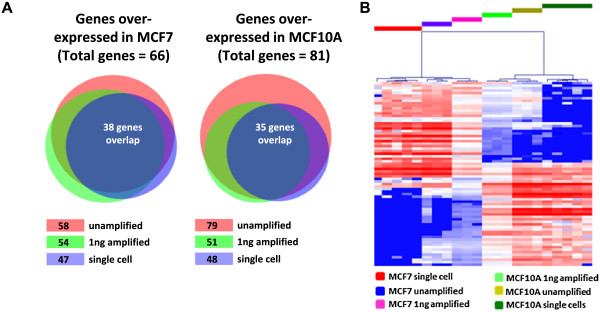
**High-density real-time PCR analysis of differentially expressed gene signatures. (A)** Venn diagrams showing the overlap of differentially expressed MCF7/MCF10A genes detected by high density qPCR of: unamplified cDNA from 1 μg RNA; RNA-Amp™ cDNA from 1 ng RNA; and RNA-Amp™ cDNA generated from single cells. Numbers in boxes represent the number of genes upregulated in that template type. **(B)** Bioinformatic analysis of the real-time PCR data identified 73 genes differentially expressed between MCF7 and MCF10A across all template types (LIMMA FC > 2, FDR < 0.01) and hierarchical clustering clearly separated the two cell lines. Heat map colour scheme for **(B)** as described in Figure 2B.

### Profiling of highly enriched lung cancer stem cells

Having established the sensitivity and accuracy of the RNA-Amplification approach on cell lines, we sought to test its utility with clinically relevant samples. For this we set out to identify genes associated with biologically distinct cell subpopulations obtained from patient-derived non-small cell lung cancer (NSCLC) xenografts (NSCLC-PDX). We have recently demonstrated that within CD133+ CICs from NSCLC-PDXs, we can define a fraction of CD133+/EpCAM+ cells that represent the resident cancer initiating cells or RCIC subpopulation [19], as well as a population of metastatic-associated cancer initiating cells (MCIC) with surface markers CD133+/CXCR4+/EpCAM- which show increased potential for metastasis formation ([20] and data in progress). To increase our understanding of the molecular make-up of these populations we dissociated a NSCLC-PDX tumour and subjected it to flow cytometric fractionation to obtain unfractionated total tumour (TT), as well as RCIC and MCIC enriched fractions (1% and 0.02% of total tumour cells respectively). All cell samples were sorted directly into Complete Lysis solution (CLS – Materials and Methods) and stored at −80°C. Following thawing, lysate volumes equivalent to 10 cells were subjected to RNA-Amp™ and RNA-Seq analysis of the resulting cDNA was carried out. From the RNA-Seq data PCA analysis and hierarchical clustering (Figure 6A and 6B) of the protein coding genes showed clear separation of all samples, with 1,126 genes identified which showed statistically significant differences in expression (EdgeR, FC > 2, FDR < 0.05) between the TT, RCIC and MCIC samples (Additional file 1: Table S6). From Figure 6B it can be seen that there are clear differences between each group and that the most conspicuous differences are seen between the total tumour and the MCIC samples.

**Figure 6:**
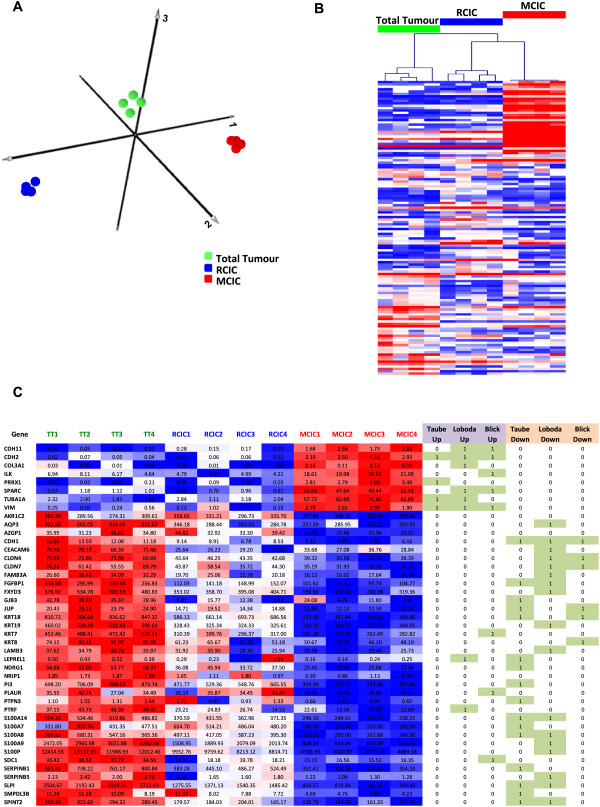
**Transcriptional profiling of fractionated NSCLC-PDX subpopulations. (A)** PCA analysis of total RNA-Seq data from NSCLC-PDX fractionated samples showed clear separation of the metastasis associated cancer initiating cells (MCIC) and resident cancer initiating cells (RCIC) from unfractionated total tumour (TT). **(B)** Heat map of hierarchical clustering of top differentially expressed genes (50 TT v RCIC, TT v MCIC, RCIC v MCIC, EdgeR FC > 2, FDR < 0.05) illustrates clear separation of the three populations and a set of genes with the most striking change seen between TT and MCIC samples. Heat map colour scheme for **(B)** as described in Figure 2B. **(C)** Summary of EMT signature genes found to be differentially expressed (FC > 2, p < 0.05) in NSCLC-PDX fractionated samples with correlation between differentially expressed genes identified in MCIC and three published EMT signatures highlighted (boxed green). Column headings are: MCIC - metastasis associated cancer initiating cells; RCIC- resident cancer initiating cells; TT - unfractionated total tumour (TT); Taube *et al.* - EMT genes identified by Taube and colleagues [27]; Loboda *et al.* – EMT genes identified by Loboda and colleagues [21]; Blick *et al.* - EMT genes identified by Blick and colleagues [22].

To determine the biological relevance of these differentially expressed gene sets we next asked whether genes showing increased (MCIC UP) or reduced (MCIC DOWN) expression in the MCIC population, compared to the TT samples, are enriched for specific pathways, or overlap with published RNA profiles by submitting the top 100 differentially expressed genes for DAVID [24] and GeneSigDB [25] analysis. DAVID pathway analysis showed that MCIC UP genes were linked to cytoskeleton, ribosomal processing, glutathione transferase and, to a lesser extent, RNA splicing and tubulin (Additional file 1: Table S7). This data includes two genes of interest, GSTP1 and BRCA1, that were highly expressed in MCIC cells (mean RPKM 997 and 0.84 respectively) compared to the TT cells (mean RPKM = 8.1 and 0.08 respectively. Whereas MCIC DOWN genes only showed a weak link to mitochondria (Additional file 1: Table S8). From the GeneSigDB analysis both MCIC UP and MCIC DOWN genes showed highly significant matches to stem cell and EMT profiles (Additional file 1: Tables S9 and S10). The EMT signatures included a signature seen in CD44(hi)/CD24(lo/-) enriched breast cancer stem cells [16] and an EMT core signature produced by overexpression of Twist, Snail, Gsc and TGF-β1 [26]. The overlap between the differentially expressed genes identified in the RNA-Seq data set and other published studies is shown in Figure 6C. This figure summarises genes showing a statistical change in the MCIC samples which also correspond to published EMT signature genes [21, 22, 27].

## Discussion

Single cell whole transcriptome profiling approaches have been in place for over two decades [5, 28, 29] and have led to the identification of novel genes and greater insight into cellular processes ([30, 31], reviewed [32]). More recently, single cell transcriptome and genomic approaches have been combined [4] and single cell RNA-Seq approaches have been developed [1–3]. Despite the demonstrable success of single cell analysis the technical requirements needed for representative amplification of single cells and the downstream analysis remain a considerable barrier for widespread implementation in the research community. Here we have compared three commercially available RNA-amplification kits and identified a simple and flexible single cell mRNA profiling kit (EpiStem RNA-Amp™), which provides microgram amounts of amplified cDNA suitable for analysis using a wide range of downstream platforms, including high density qPCR arrays, Affymetrix arrays and RNA-Seq. We have used this approach to successfully generate representative cDNA from single cells and single cell equivalents (25-50 pg), 1 ng purified RNA (equivalent to ~100 cells) as well as from 10 cell pools of directly fractionated tumour cells with comparable transcriptional profiles seen across all platforms and all template inputs.

Initial experiments compared gene expression profiles generated from single cell equivalent amounts of pooled MCF7 RNA using three commercially available kits. The use of pooled RNA reduced the level of biological variation that could be typically expected at the single cell level, meaning differences between the duplicate samples could be mainly attributed to technical variation. Direct comparison of the three kits found that the EpiStem RNA-Amp™ kit was most sensitive, identifying 2667 expressed genes compared to 1554 and 865 with the NuGEN and Miltenyi generated cDNA respectively. It was also the most reproducible with the correlation between duplicate samples being 0.866, compared to 0.723 and 0.8 for the NuGEN and Miltenyi samples. The data from these initial experiments lead us to focus on the EpiStem RNA-Amp™ kit for further, detailed evaluation.

Having found the EpiStem RNA-Amp kit to be sensitive and reproducible we then went on to determine how representative the amplified material was of the initial transcriptome of the cell. From Affymetrix array analysis we established that genes identified using conventional profiling starting with 10 μg of purified RNA (equivalent to ~10^6^ cells [23]) showed a similar pattern in amplified products from either single cells or 1 ng RNA (Figure 3), confirming that the protocol is ‘fit for purpose’ and will identify RNA changes reflecting the biological status of the starting sample. This was an important result as it confirmed that the data generated from the amplified material was biologically representative. The next question addressed was whether the amplified material could be analysed across a range of different platforms and whether the different platforms gave comparable transcriptional profiles. A comparison of genes identified by Affymetrix arrays or RNA-Seq analysis of the same single cell amplified cDNA revealed similar patterns of expression (Figure 4A) demonstrating platform independence. Interestingly, substantially more differentially expressed genes were identified by RNA-Seq analysis than with the Affymetrix microarrays (Figure 4B). The reason for the increased numbers of genes detected by RNA-Seq is not completely clear, but likely reflects the increased sensitivity and lower background of the method as well as the lack of 3’ bias and matches as seen in previously published studies [1]. The additional differentially expressed genes identified in the RNA-Seq analysis were shown to be true biological variation between the cell lines by comparing the single cell RNA-Seq data to the 10 μg reference data (Figure 4C), with differentially expressed genes identified within these data sets showing significant correlation (Pearson correlation 0.89). If the additional genes identified by RNA-Seq were due to ‘technical noise’ we would not have expected to have seen enrichment of these transcripts in the reference data set.

Finally we tested the cDNA on a high density qPCR platform, using the WaferGen SMARTChip system that enables analysis of over 5000 wells per run, based on 100 nl reactions. The appeal of qPCR over other platforms is that it has already been established in various clinical settings, including the monitoring of CTCs [33, 34]. In this study we utilised transcriptional profiles identified within our microarray data to design a panel of 173 qPCR amplicons predicted to be differentially expressed between the two target cell lines. We tested the expression signatures in cDNA amplified from single cells, 1 ng of RNA and unamplified RNA and found good concordance across template inputs (Figure 5). These results demonstrate a potential pipeline by which rare, clinically important cells can be transcriptionally profiled using microarrays and/or RNA-Seq analysis of RNA-Amplified material, and targeted expression profiles generated from these data then monitored in multiplexed, high density qPCR assays for clinical utility.

Having proven the robustness and accuracy of the RNA-Amp™ approach we then validated its potential clinical/research utility through analysis of highly fractionated cancer initiating cells from NSCLC-PDX samples. Within primary tumors, CICs are functionally defined as the cellular subset responsible for generation and maintenance of tumours [16], and in most solid tumors represent only a fraction of the total cellular population. Recently it has been proposed that the activation of the epithelial to mesenchymal transition provides tumor cells with stem-like features and dissemination ability, traits needed to carry out the metastatic process [35, 36]. These findings are supported by clinical evidence in breast cancer patients showing that CTCs and bone marrow disseminated tumor cells exhibit EMT and stemness features [37, 38]. Additional analysis of CTCs from breast cancer patients provided evidence for the existence of a definite subset of MCICs, showing stemness and mesenchymal traits that possess the potential to initiate metastases [39, 40]. Previously we have shown that lung cancer contains a population of CD133^+^ cancer initiating cells, within which is a subpopulation of CD133^+^CXCR4^+^ EpCAM^−^ cells that show an increased metastasis formation capability and could represent these clinically important lung MCICs (manuscript in preparation). Therefore, it would be of great interest to determine the transcriptional profile of these rare cells and compare to other subpopulations within the tumour. However, following flow cytometric fractionation typically fewer than 100 MCIC cells are isolated from each tumour, therefore we utilized the Epistem RNA-Amp protocol to generate enough material from these rare cells for transcriptional profiling.

For this we amplified RNA from equivalent to 10 cells input, and following RNA-Seq analysis, which in our validation experiments was found to generate the most data, we were able to clearly distinguish RNA profiles from CICs with an increased potential for metastasis formation (MCIC) from resident CICs and total tumour profiles (Figure 6). Pathway analysis of MCIC differentially expressed genes revealed a clear enrichment for a number of pathways (Additional file 1: Tables S7 and S8), including a strong link to glutathione metabolism. This has potentially important clinical implications since glutathione S-transferase pi 1 (GSTP1) is known to regulate sensitivity to cytotoxic agents (reviewed [41]) and is a significant risk factor for clinical chemotherapy resistance in NSCLC [42]. Since GSTP1 is low in the TT samples and over 100× higher in the MCIC samples (Additional file 1: Tables S6) this may imply selective resistance of MICICs. A comparison of MCIC differentially expressed genes to published RNA expression signatures [35] showed a strong link to known EMT and stem cell profiles (Additional file 1: Tables S9 and S10). MCIC differentially expressed genes overlapped with a range of EMT signatures, including a signature derived from human lung cancer cell lines and shown to be linked with a prognostic signature in colorectal cancer [21], a core signature that is produced by overexpression of Twist, Snail, Gsc and TGF-β1 [36] as well as an EMT signature detected in CD44(hi)/CD24(lo/-) breast cancer stem cells [22] (Figure 6C).

In addition to confirming the reported convergence of EMT signatures and stem cell enrichment in the MCIC population, we also detect stem cell related changes which are not obviously linked to EMT, including increased expression of BRCA1 in both RCIC and MCIC samples (Additional file 1: Table S6). As well as its role in DNA repair and breast cancer susceptibility, BRCA1 has also been implicated in mammary stem-cell self-renewal (reviewed [43, 44]), with deletion of BRCA1 during epidermal development showing that it is required for the development of adult hair follicle stem cells [45]. Thus, these findings support the existence of different subsets of lung CICs that can be distinguished from total tumor cells by a common stemness signature, whereas the co-expression of the mesenchymal signature was able to define those tumor stem cells endowed with the greatest dissemination and metastatic potential. These data strongly suggest that by utilizing the RNA-Amp™ protocol to amplify RNA from these rare cells has enabled us to accurately determine their transcriptional signatures and further reveal the genes and pathways involved in tumourigenesis.

## Conclusions

We have shown through detailed transcriptional profiling of single cells from two control cell lines, across multiple platforms, the value and robustness of the profiling approach we describe. These results confirm that RNA amplification from single cells is readily achieved, the material generated accurately reflects the transcriptional status of the initial cell, can be used for RNA-Seq and microarray analysis and that these data sets can be used to generate targeted expression panels that are amenable to real-time PCR analysis. This process mirrors the pipeline we envisage could be used to optimally transfer clinically important findings into a therapeutic setting.

In addition, we have validated the approach through the characterization of potential metastatic cancer initiating cells isolated from a NSCLC-PDX model, with this analysis identifying a panel of EMT and stem-cell associated genes with potential roles in metastatic spread. This highlights the utility of the protocol in better understanding the biology of clinically important, rare cellular populations.

## Methods

### Cell culture and FCM sorting of single MCF7 and MCF10A cells

The human epithelial cell lines MCF7 and MCF10A were grown in DMEM (Gibco, Paisley, Scotland) supplemented with 10% heat-inactivated FCS (5% Horse serum for MCF10A cells), 2.5% HEPES buffer (pH 7.2), 0.1% β-mercaptoethanol and 2 mM L-glutamine (all from Sigma, UK). For MCF10A cells, Insulin (10 μg/ml), EGF (20 ng/ml), Cholera Toxin (100 ng/ml) and Hydrocortisone (500 ng/ml) were also added (all from Sigma, UK). Both cell lines were maintained in a 5% CO_2_ humidified incubator at 37°C and were routinely tested for the presence of mycoplasma. For single cell experiments each cell line was FACS sorted on a BD Influx Sorter (BD, California, USA) machine directly into 96-well plates containing 5 μl of Complete Lysis Solution (CLS) (10 mM Tris, 1 mM EDTA, 5% Igepal-CA (v/v), Roche Protector RNAse inhibitor cocktail).

### Representative cDNA amplification

#### EpiStem RNA-Amp™

RNA (1 ng-25 pg) or cell lysates in CLS were adjusted to 6.75 μl volume and RNA-Amplified using the EpiStem RNA-Amp™ Kit according to the manufacturers protocols (EpiStem, Manchester, UK). Briefly the samples underwent oligo-dT priming and 5’ capping prior to ×35 cycles of PCR amplification using the conditions 90°C 30 sec, 42°C 2 min and 72°C 6 min. Following amplification, all samples were purified using a MoBio UltraClean® PCR Clean-Up Kit (Carlsbad, CA, USA) and quantified on a NanoDrop spectrophotometer.

### Miltenyi μMACS™ SuperAmp™

1 μl MCF7 RNA (25 pg μl^−1^) was added to 5.4 μl of freshly prepared Incubation Buffer and RNA-Amplified using the Miltenyi μMACS™ SuperAmp™ according to the manufacturers protocols (Miltenyi, Gladbach, Germany). Briefly, the samples underwent in-column cDNA synthesis and purification, cDNA tailing and finally cDNA amplification using the conditions 78°C 30 sec followed by ×20 cycles of 94°C 15 sec, 65°C 30 sec, 68°C 2 min, then ×21 cycles of 94°C 15 sec, 65°C 30 sec, 68°C 2 30 sec + 10 sec/cycle with a final incubation of 68°C for 7 min. Following amplification, cDNA was purified using a Roche High Pure® PCR purification Kit (Basel, CH) and quantified on a NanoDrop spectrophotometer.

### NuGEN ovation® one-direct system™

5 μl MCF7 RNA (10 pg μl^−1^) was added to 2 μl of First Strand Primer mix and RNA-Amplified using the NuGEN Ovation® One-Direct System™ Kit according to the manufacturers protocols (NuGEN, CA, USA). Briefly, the samples underwent first strand cDNA synthesis, second strand cDNA synthesis, SPIA Amplification followed by Post-SPIA modification using the conditions 4°C 1 min, 30°C 10 min, 42°C 60 min then 75°C for 10 min. Following amplification, cDNA was purified using a QIAGEN Minelute column (Hilden, Germany) and quantified on a NanoDrop spectrophotometer.

### Real-time PCR analysis of house keeper transcripts

The expression levels of 6 house keeper gene transcripts was analysed using real-time PCR. Briefly, following RNA-Amp™ amplification each sample was diluted 1:100 and 1 μl of the resulting sample used as the template in a real-time PCR reaction. All reactions contained 350nM forward and reverse primer and 1x SYBR Green Master mix (Applied Biosystems, Warrington, UK), run on an ABI 7900 and data analysed using SDS2.4 software (Applied Biosystems, Warrington, UK). The primers used are shown in Table S1.

### Affymetrix DNA microarrays

Following amplification the cDNA was fragmented and Biotin-labeled using the EpiStem RNA-Amp™ labeling kit (EpiStem, Manchester, UK) and the hybridisation cocktail containing 5 μg of biotin cDNA heated to 99°C for 5 mins. The hybridisation cocktail was then transferred to 45°C for 5 mins and centrifuged at maximum speed for 5 mins to remove insoluble material. Samples were then hybridised to HU133plus2 arrays for 16 hours and then stained with SAPE using a biotin targeted antibody step and washed according to the EukGE_Ws2v4_450 fluidics protocol from Affymetrix. Samples were then scanned in an Affymetrix 3000 scanner.

### RNA-Seq NGS

To ensure all cDNA generated using the Epistem RNA Amp kit was double stranded, one cycle of re-amplification was performed (95°C for 2 mins, 55°C for 1 mins followed by 72°C for 15 mins). A library was then prepared using 1ug of the dsDNA in the Life Technologies 5500 SOLiD Fragment Library Core kit (Life Tech, Paisley, UK) according to the manufacturer’s instructions. The libraries were quantified using the Life Technologies SOLiD Library Taqman Quantitation kit and Emulsion PCR was performed using the Life Technologies SOLiD EZ Bead System (Life Tech, Paisley, UK). 50 bp single read sequencing was carried out on the Life Technologies 5500XL SOLiD System (Life Tech, Paisley, UK).

### High density qPCR

Gene expression was assessed using the SmartChip Real-Time PCR System (WaferGen BioSystems, Fremont, USA). Sample and assay mixes were prepared with SensiFAST™ SYBR Hi-ROX (Bioline, London, UK) in 384-well source plates using a Freedom Evo 150 robot (Tecan, Mannedorf, Switzerland). Assay and sample mixes were then automatically loaded into the nanowells of a MyDesign SmartChip with WaferGen’s MultiSample NanoDispenser using a ‘384 assays × 12 samples’ dispensing layout. The final reaction volume per nanowell was 100 nl, with an equivalent of 100 pg unamplified cDNA (total RNA equivalents) loaded per reaction. SmartChips were run in the SmartChip Cycler, and the cycling conditions were comprised of 3 minutes activation at 95°C, and 40 cycles of 30 seconds at 95°C and 60s at 60°C, followed by a dissociation curve analysis from 60°C to 95°C. Cq values, generated by the software from the SmartChip Cycler were used for down-stream data-analysis.

### Isolation of NSCLC-PDX CIC populations

Patient derived xenografts (PDX) were established from lung cancer primary tumors and expanded as previously described [46]. Briefly, after approval from the Internal Review and the Ethics Boards of the Fondazione IRCCS Istituto Nazionale Tumori, samples of primary NSCLC were obtained from patients undergoing surgical resection following receipt of informed consent in compliance with the Declaration of Helsinki. Each sample was cut in small pieces (25–30 mm^3^) and implanted subcutaneously using a trocar gauge in the flank of female SCID mice. PDXs were then expanded in vivo through successive rounds of transplantation from donor to recipient mice. To obtain single cell suspension, PDXs were mechanically and then enzymatically digested in a solution of collagenase IV (5 mg/ml) and DNAse (100U/ml) (Sigma-Aldrich) in DMEM/F12 (Lonza) for 1 h at 37°C. Partially digested tissue was filtered through a 100 μm cell strainer (BD Falcon) and red blood cells were removed by Lysing Buffer 1X (BD Bioscience).

Single cell suspensions from dissociated NSCLC-PDXs were washed and incubated in staining solution 1% BSA and 2 mM EDTA with specific antibodies at appropriate dilutions for 30 min at 4°C: PE anti-human CD133/1, FITC anti-human CD326 (EpCAM) (Miltenyi Biotech), APC anti-human CD187 (CXCR4) (BD Pharmingen), Alexa Fluor® 488 anti-human HLA-ABC (BD Pharmingen), PerCP-eFluor 710 anti-mouse MHC class I (e-Bioscience). Prior to sorting, cells were resuspended to a final concentration of 10 ×10^6^ cells/ml in Hepes Buffered Saline (HBS) (Lonza) + 0.1% B27 Supplements (Gibco) and 7-AAD viability staining solution (1:10) (e-Bioscience) for dead cells exclusion.

PDX-cells were sorted with FACSAria (Becton Dickinson) into a chilled 96-well plate (Corning Incorporated). For sorting of different CIC fractions, an initial gate excluding doublets, dead cells and mouse MHC class I^+^ cells was set. Then, within the gate of human viable CD133^+^ cells, the fraction of EpCAM^+^ and CXCR4^+^EpCAM^−^ cells were identified and sorted. Total tumor population was isolated based on human HLA-ABC^+^ expression. For each cell fraction, 300 cells were directly sorted in 30 μl of CLS per well and within 1 h approximately 100 cells/10 μl were transferred into 0.5 ml tubes and stored to −80°C.

### Bioinformatics analysis of microarray data

MCF7 cDNA was generated by three different protocols, NuGEN, EpiStem and Miltenyi and each sample had two replicates. The probe-level expression values for each replicate of one sample were obtained from the Affymetrix HG133plus2 array and were normalised and summarised as the expression values at the probeset level using the RMA method [47], implemented in the Affymetrix’s tool ‘apt-probeset-summarize’. The Bioconductor [25] package panp was used to determine that a probeset was present in one replicate if the p-value calculated by panp was less than 0.05. For each replicate, the present probesets were mapped to the genes using the ENSEMBL human gene annotation database version 70 via the BioConductor package annmap [48]. Gene lists for one sample were compiled from the two replicates, containing the genes which were present in both replicates.

Data for the MCF7 and MCF10A samples were generated using Affymetrix Human HGU133plus2 arrays (referred to as Affymetrix arrays throughout). Data were normalised and summarised using RMA [47], as implemented by Affymetrix Power Tools (APT) software package (http://www.affymetrix.com/estore/partners_programs/programs/developer/tools/powertools.affx) using the ‘apt-probeset-summarize’ default parameter setting. Gene level summaries were computed as the geometric mean of all probesets mapping to a gene, as defined by annmap [48], using ENSEMBL version 70 as the source of underlying genome annotation. The empirical Bayes statistics [49] implemented in the Bioconductor package LIMMA [50] were used to identify protein-coding genes showing differential levels in MCF7 and MCF10A samples (FDR < 0.01; FC > 2).

### Bioinformatics analysis on the single cell RNA-Seq data

50mer single-ended strand specific RNA-Seq data were generated using a SOLiD 5500XL sequencing machine and aligned to human genome hg19 using SHRIMP2 [51, 52]. Reads that aligned to multiple loci were discarded. Subsequent analyses were performed using R and Bioconductor [26]. Between 7.6 and 10.4 million reads aligned uniquely for each sample in the MCF10A and MCF7 dataset. For the single cell lung cancer samples, reads were aligned to the human (hg19) and mouse genomes (mm9) separately. For the 4 TT and 4 RCIC samples, 38% - 48% of reads mapped uniquely to the human genome, while 5.8% - 7.1% mapped uniquely to mouse. For the 4 MCIC samples, 12 - 13% of reads aligned uniquely to the human genome and 37 - 42% of reads to mouse. We therefore discarded reads that aligned both to human and mouse genomes in order to retain, for each of the 12 samples, only those reads that aligned uniquely and exclusively to the human genome. Following this filtering step, the number of reads retained for the 4 MCIC samples ranged from 1.7 - 3.6 million and between 5.2 and 14.2 million reads remained for the 8 TT and RCIC samples.

For each sample, reads were positioned relative to annotated genes from ENSEMBL version 70, using the annmap database and Bioconductor package [48], and the number of reads hitting exonic regions was counted for each gene. These data were then used to identify differentially expressed (DE) genes using the Bioconductor package EdgeR [53] (FDR < 0.05; FC > 2; exact test method [54]). Four gene lists were produced: MCF10A vs. MCF7, TT vs. MCIC, TT vs. RCIC, and MCIC vs. RCIC samples.

#### Accession numbers

The MCF7 and MCF10A single cell and 1 ng Affymetrix microarray, RNA-Seq and WaferGen qPCR data have been deposited to the NCBI under accession number GSE52717.

## Electronic supplementary material

Additional file 1: Table S1: Housekeeper genes primer sequences. **Table S2.** Single cell RNA-Seq mapped reads information. **Table S3.** Single cell RNA-Seq EdgeR data. **Table S4.** Differentially expressed genes identified in both RNA-Seq and Affymetrix Array analysed data of single MCF7 & MCF10A cells. **Table S5.** WaferGen primer sequences for 173 amplicons. **Table S6.** NSCLC-PDX RNA-Seq EdgeR data. **Table S7.** MCIC up-regulated genes DAVID analysis. **Table S8.** MCIC down-regulated genes DAVID analysis. **Table S9.** MCIC up-regulated genes GeneSigDB analysis. **Table S10.** MCIC down-regulated genes GeneSigDB analysis.

## Abbreviations

CIC: Cancer initiating cell
CTC: Circulating tumour cell
DE: Differentially expressed
EMT: Epithelial to mesenchymal transition
FCM: Flow cytometry
MCIC: Metastatic associated cancer initiating cell
NGS: Next generation sequencing
NSCLC: Non-small cell lung cancer
NSCLC-PDX: Non-small cell lung cancer patient-derived xenograft
RCIC: Resident cancer initiating cell
TT: Total tumour.

How the deposited data were processed for this re-analysis (not part of the article)

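RNA-Seq of 10 amplified single cells was analysed, 5 from MCF7 and 5 from MCF10A, each cell being 1 library. The authors aligned 50 nt strand-specific SOLiD reads to hg19 with SHRIMP2, discarded reads with several alignments, counted reads over the exons of Ensembl genes and deposited RPKM values for 14994 protein-coding genes. The submitters' processing notes name hg19 and edgeR, and the paper's methods state that the authors used edgeR's exact test for Table S3. The deposited RPKM values are not counts, so no count model was run on them here. The heading of the table describes genes with at least 1 read in a sample, while 95 genes were at 0 in all 10 cells.

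Each cell's line and number were taken from the sample labels, whose titles are the column names of the table. Tables S2 to S4 of the paper number the cells differently from the labels, and no source used here pairs both numberings, so Table S2 was used only as a range and Table S4 as means per line and, without pairing cells to the labels, for the comparison of cells inside Table S4 and for the gap between the array values of the cells of both lines. No source names separate cultures. Each line was therefore 1 sample, and no p-value, standard error or count of changed genes was derived from cells. Values are means with the SD over 5 cells. The comparison was log2((mean RPKM in MCF7 + 0.1)/(mean RPKM in MCF10A + 0.1)), after the paper's ratio of averages, over 9354 genes with a mean RPKM of at least 1 in either line. Members of a list at least 2-fold apart in the mean were counted as a rule of size.

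The 14 gene lists were fixed beforehand. They were luminal epithelial identity, estrogen receptor targets, basal epithelial identity, mesenchymal and matrix genes, EGF and MAPK response, glucocorticoid response, genes at 17q23 to 17q24, genes at 20q13, known lesions of the lines, interferon and antigen presentation, squamous and inflammatory epithelial genes, cell cycle, the housekeeping genes of the paper, and markers of other cell types. The median log2 ratio of each list was placed among 10000 random lists of the same size, matched on mean RPKM in 20 bins, as a description of these cells. CXCL8 was also listed under its older symbol IL8, by which the table names it. CDKN2A was listed and is not analysed here.

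The genes named in the text follow a rule set at the same time. It takes the 12 genes per direction with the largest log2 ratio among those with a mean RPKM of at least 10 in the higher line and no overlap between cells of the lines, the 6 housekeeping genes of Table S1, up to 4 members of each list with the largest absolute log2 ratio and a mean RPKM of at least 10, all members of the list of known lesions, GSTP1 and BRCA1, and the 3 genes of Table S4 with the largest distance between RNA-Seq and array. The values of 19 genes in Table S3 had been seen before the rule and the lists were written. Table S3 was used with 650 and 793 genes, where the paper gives 650 and 794, and Table S4 with 156 of 157. Table S3 had been taken to be complete when the comparisons were set, and no overlap or enrichment test was run on either table. Besides the correlations reported for Table S4, 4 other forms were looked at and not used, namely ratios on the linear scale, values centred per gene, values standardised per gene and residuals within lines.

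Depth was derived from the table. The most common ratio between low values of a pair of cells gave their relative depth, and 21 of 227 genes with a single exon in the GENCODE annotation of GRCh37 gave the same total within 0.01%. The resulting 7.58 to 10.4 (in units of 1000000 reads per cell) are the basis of the RPKM values. Reads per gene were not recovered for genes with several exons, so no counting interval is given. Positions of genes come from the same annotation, which lacks 314 of the identifiers in the table.

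The alternatives tried were an added constant of 1, the difference of mean log2 values, median-of-ratios scaling, a floor subtraction, filters of none and 5 RPKM, detection at 0.1 and 10 RPKM, rank correlation, a wider set of genes for the level of the lower line, and leaving out each cell in turn. The floor subtraction removed from each value 9.98% of the gene's mean over the 10 cells, the 5th percentile of lowest cell over mean among genes with a mean of at least 10 RPKM. Leaving out cells from the number of detected genes, the share of all genes with 1 cell apart, the comparison of cell deviations inside Table S4, the windows along chromosomes and the comparison of variation at matched level, with and without matching on exonic length, were added after seeing the data. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data for 8555 genes drawn from the means of these cells, with 200 of them set apart by a known fold. Without shared reads, 23 genes simulated 16-fold apart with a mean of at least 10 RPKM had a median log2 ratio of 4.04, and 33 genes simulated 64-fold apart had 5.65. With 10% of each value replaced by the mean over all cells, the median of the 64-fold genes was 3.79. The 1st percentile over genes of the lowest library as a share of the mean was 4.92% and 7.35% without sharing, for genes with a mean of 10 to 30 and of at least 300 RPKM, and 14.4% and 16.6% with sharing. In the data it lay between 5.79% and 9.11% over 4 classes of level. The 5th percentile among genes with a mean of at least 10 RPKM was 16.5% without sharing and 24.9% with sharing, and at 9.98% the data lay below both. The simulation gave every gene the same spread between cells and set only 200 genes apart, so it did not match these cells. Its shares therefore do not decide whether reads were shared.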

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

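Of 160 groups of 5 cells examined for the named genes and for the values per cell, 21 had 1 cell standing apart from the other 4, with a gap to the nearest cell divided by the whole range above 0.71. Chance alone gives about 1 in 20 such groups where values are normally distributed, which the RPKM of single cells are not. By the same rule, applied after seeing the data to all 18708 groups of the genes above the filter, 16.1% had 1 cell apart (2891 of 3016 with the cell highest) and 7.48% on the log2 scale, against 13.6% and 6.49% of the 154 groups of the named genes, so the named genes held no excess. The tests of a fixed added amount, of sharing before the cDNA was divided and of variation at matched level were chosen only after the result was seen.

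In MCF7 cells, KRT13 stood apart most (0.995), with 76.1 RPKM in cell 2 and 1.03 to 1.38 in the others. Cell 2 was also apart for ZNF217 (0.852), S100A8 (0.852), IFITM3 (0.778), CEBPD (0.744) and, as the lowest cell, MT2A (0.780). MCF7 cell 5 was apart for MT1X (0.804), MTAP (0.786) and IL18 (0.741), and cell 3 for KRT14 (0.823) and SPTSSB (0.745). In MCF10A cells, S100A8 stood apart most (0.973), with 184 RPKM in cell 2 and 3.98 to 8.85 in the others, and cell 2 was also apart for S100A9 (0.745) and KRT14 (0.742). MCF10A cell 5 was apart for HOXA5 (0.892), ZNF217 (0.880), IGFBP6 (0.791), IFITM3 (0.769) and IL18 (0.728), cell 3 for IGFBP4 (0.853) and cell 1 for S100A4 (0.813).

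In genes at least 8-fold apart, the cells of the lower line held a low and steady level, with a median coefficient of variation of 0.233 in 212 genes against 0.713 in genes of the same level in that line under 1.5-fold apart. Low expression in every cell as the whole cause is argued against in these genes by the ratio of both, with a median of 0.323 (quartiles 0.205 and 0.549, and 0.301 when matched on length too), but it stays open in 760 genes of Table S3 under 8-fold apart, where the ratio was 0.903 (quartiles 0.690 and 1.22). A fixed amount added to every value is argued against by a slope of 1.05 of log2 level in the lower on that in the higher line over 732 genes of Table S3, and sharing of material before the cDNA was divided between sequencing and array by 7 genes of Table S4 whose array gap, from the lowest cell of the higher to the highest cell of the lower line, was above the largest RNA-Seq log2 ratio of 4.38. Reads shared between libraries after that division may be a source and stay open. In 33 genes with over 60% of their summed RPKM in 1 library, the other cells of that line held a median of 2.10 times the level of the other line, past the bound of 2 set against sharing but by less than the spread between genes (quartiles 1.06 and 5.39). Other cells of that line may express such a gene themselves, so a ratio above 2 can arise with sharing too. The comparison therefore cannot decide.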

How the results depend on the processing

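No paired analysis was possible because the results come from no test and the shared cell numbers do not pair cells of the lines. Leaving out single cells from the number of detected genes was chosen only after the result was seen. No value at least 2-fold apart changed its direction under any alternative run. Of values within 2-fold, RPL32 (-0.011) and the cell cycle median (-0.16) were negative under median-of-ratios scaling, and the cell cycle median also without single cells (-0.17 to 0.46), as was MTAP without MCF7 cell 5 (-0.12). Among the values of single genes, 1032 of 1078 moved by less than the spread between cells and 46 moved by more. Leaving out 1 cell gave 768 of the former and 2 of the latter. A mean of 5 RPKM values shifts by less than their SD when 1 is left out, so these values could hardly move by more. Under the floor subtraction 42 moved by more and 35 by less. By over 1.5-fold, 15 of 77 named genes moved with an added constant of 1, 17 with the difference of mean log2 values and 54 with the floor subtraction. The cause was not tested for any value given here. With an added constant of 1, the median log2 ratio was 2.80 for the luminal list, 1.78 for the estrogen receptor list, -2.03 for the basal, -2.85 for the mesenchymal, 1.96 for 17q23 to 17q24 and -1.70 for the squamous list, the mean correlation of cells was 0.885 within MCF7, 0.854 within MCF10A and 0.805 between lines, and the correlation with the array in genes higher in MCF10A was 0.674. With the floor subtraction, the list medians were 4.50 (luminal), -3.91 (basal), -4.88 (mesenchymal), -4.42 (squamous), -2.89 (glucocorticoid), 2.96 (17q23 to 17q24) and -4.46 (known lesions), and the correlations of cells 0.790, 0.747 and 0.645 in the same order as above. The mean of log2 values gave -2.19 for the basal, -2.89 for the mesenchymal and -1.65 for the squamous list. Without a filter the list of known lesions had -0.46 and the correlations of cells were 0.900, 0.885 and 0.854. At a filter of 5 RPKM the EGF list had -0.049, 20q13 1.60 and the squamous list -1.72, and the correlation between lines was 0.718. Rank correlation gave 0.798, 0.764 and 0.691 for cells and 0.875 for the array over all genes. At 10 RPKM, 2892 genes were detected per MCF7 cell and 2932 per MCF10A cell, a difference within the spread between cells whose sign turned without MCF7 cell 4 (2939 against 2932) or MCF10A cell 1 (2892 against 2883). The lower line held a median of 31.4% of the higher line over all genes with at least 10 RPKM and 2-fold apart. Leaving out 1 cell at a time moved the basal median between -3.38 and -1.97, the EGF median between -1.27 and -0.47 and the squamous median between -4.01 and -1.18. Median-of-ratios scaling shifted the median log2 ratio of all genes above the filter by 0.19. Reads per gene were not recovered for genes with several exons, so what the depth limits was not measured gene by gene.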

Differences from the paper's values

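The mean number of reads per cell behind the deposited RPKM values was 8.89 in units of 1000000 reads, against the paper's 20 in its results. The lowest cell had 7.58, against the paper's 17, and the highest 10.4, against the paper's 22. The paper's methods give 7.6 to 10.4, which the values from the table match to rounding. No alternative was set beforehand for the depth.

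The Pearson correlation of RNA-Seq and array over 156 genes was 0.923, against the paper's 0.95 in the legend of Fig. 4, while the paper's text gives 0.92. None of the alternatives set before the data were examined comes within the spread between cells of the legend's value. This spread is the SD of 0.00733 over pairings of 1 RNA-Seq cell of each line. The pairings share cells and hold the array means fixed, so the spread is no measure of the uncertainty of 0.923. The alternatives gave 0.923 with mean log2 values, 0.927 with an added constant of 1, 0.925 with the floor subtraction, 0.875 by rank correlation and 0.920 to 0.925 without single cells. The rank correlation is also apart from the 0.92 of the paper's text, to which the others and the value here round or come within the spread between cells.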

Other observations

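The comparison of windows along the genome, that of cell deviations between platforms and that of the lowest libraries were chosen only after the result was seen. Genes of interferon response and antigen presentation were mostly higher in MCF10A. Of 17 listed genes, 16 passed the filter, 9 were at least 2-fold higher in MCF10A and 1 in MCF7, with a median log2 ratio of -1.39 (-2.18 without MCF7 cell 2 and also at a filter of 5 RPKM). The immunoproteasome subunit PSMB8 had a log2 ratio of -3.81, IFITM2 one of -3.61, HLA-C one of -2.66 and IFITM3 one of -2.18. Of 16 squamous and inflammatory symbols, 9 passed the filter, 7 were at least 2-fold higher in MCF10A and 1 in MCF7. Their median log2 ratio of -3.71 became -2.55 without MCF10A cell 2, -1.18 without MCF10A cell 5, -1.70 with 1 added in place of 0.1, -1.65 as a difference of mean log2 values, -1.72 at a filter of 5 RPKM and -4.42 with the floor subtraction. Single cells carried several of these genes. The alarmin subunit S100A8 had a log2 ratio of -3.19 that became -0.29 without MCF10A cell 2, its partner S100A9 one of -1.72 that became -0.51 without the same cell, and IL1A one of -3.74 that became -2.55 without it. KRT13 had a log2 ratio of 3.89, and 0.25 without MCF7 cell 2. Cells of the lines overlapped in these 4 genes.

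The glutathione transferase GSTP1, which the paper names for another experiment, had an RPKM of 51.7 ± 5.38 in MCF7 and 901 ± 371 in MCF10A (SD, n = 5 cells each), a log2 ratio of -4.12. Its MCF7 mean was 5.74% of that in MCF10A, and how far so steady a level is expression in MCF7 was not settled. BRCA1 had 1.39 ± 0.894 and 0.722 ± 0.612, which overlap. CASP3, known to be deleted in part in MCF7, had 2.06 ± 1.58 and 5.34 ± 4.15, which overlap too, and a log2 ratio of -1.33 that became -0.88 without MCF10A cell 3. GSTP1 and CASP3 were the 2 genes above the filter of 5 listed for known lesions of the lines, with a median log2 ratio of -2.73 (-4.46 with the floor subtraction and -0.46 with no filter). MTAP and CDKN2B, neighbours at 9p21, had means of at most 0.101 RPKM in either line. Among the 6 housekeeping genes that the paper measured by real-time PCR, 5 lay within 2-fold by RNA-Seq, namely RPL32 (log2 ratio 0.22, and -0.011 under median-of-ratios scaling), PGK1 (-0.24), ACTB (-0.34), RPL14 (-0.52) and GAPDH (-0.57). B2M was higher in MCF10A (919 ± 255 against 290.1 ± 24.8 RPKM, log2 ratio -1.66). The list's median was -0.43. B2M is also in the interferon list.

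Along the genome, 362 windows of 5 Mb with at least 10 genes above the filter were compared. The window with the lowest median log2 ratio was chromosome 11 from 100000001 to 105000000, where all 10 genes, among them BIRC2, BIRC3, YAP1, CASP1 and CASP4, were at least 2-fold higher in MCF10A (median -3.04). These windows and genes are named after their values were seen. The highest median, 1.75, was in chromosome 1 from 105000001 to 110000000, where 11 of 19 genes were at least 2-fold higher in MCF7 and 1 in MCF10A. In chromosome 7 from 25000001 to 30000000, which holds the HOXA genes, 11 of 21 were at least 2-fold higher in MCF10A and 2 in MCF7 (median -1.64). Of the 362 windows, 20 had a median above at least all but 10 of the 10000 matched random lists and 15 one below at least all but 10.

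Inside Table S4 the paper lists both platforms for the same cells. The deviation of each cell from the mean of its line had a correlation between platforms of 0.719 over 780 values in the line where the gene was higher and 0.475 over 780 values in the line where it was lower. The spread of the RNA-Seq deviations (SD) was 0.764 in the higher and 0.512 in the lower line on the log2 scale, and that of the array deviations 0.654 and 0.609. These 2 correlations are across genes and cells, which are not independent replicates.

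Among the 33 genes with over 60% of their summed RPKM in 1 library, the lowest library held a median of 1.17% of the highest (quartiles 0.856 and 1.87%), and 1 gene had a library at 0. No value was 0 among the 3004 genes with a mean of at least 10 RPKM. Of 1090 genes with at least 10 RPKM and 2-fold apart, 2 were at least 32-fold apart.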
